A study of Caenorhabditis elegans with 12 samples. Its data were reported in "Naringin Alleviates Glucose-Induced Aging by Reducing Fat Accumulation and Promoting Autophagy in Caenorhabditis elegans" (2023).

How the data were processed

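RNA was measured by RNA sequencing in 12 libraries of Caenorhabditis elegans, 3 for each of 4 groups. The groups were worms without added glucose (Control), worms on 2% glucose (Glu), worms on 2% glucose with the solvent dimethyl sulfoxide (DMSO+Glu), and worms on 2% glucose with 25 μM naringin, a citrus flavonoid, in that solvent (Nar+Glu). According to the methods of the study, the libraries were made after poly(A) enrichment with a stranded kit, and the progeny were removed during the exposure by letting the adults settle. Each library belongs to 1 sample, and groups were taken from the labels. The replicate numbers were not treated as pairs, because residuals of libraries with the same number in different groups correlated weakly, at -0.1 to 0.128 over 18 pairs.

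The gene and transcript values are FPKM, which scale fragments by transcript length and by library size, that the authors computed with HISAT2, StringTie and Ballgown on the WBcel235 assembly. In the deposited gene and transcript FPKM, the highest group mean of any feature was at least 0.5, so features below that level had been removed beforehand. The circular RNA (circRNA) values are deposited as raw counts, which the authors obtained with STAR and CIRCexplorer2 from the same libraries. The values cover 15365 genes, 24071 transcripts and 2136 circRNAs. The number of fragments behind the FPKM values is unknown, so no counting interval or detection limit is given for them. Total circRNA counts were 856 to 1550 per library. Intervals and limits from a count of 0 (3 counts over the group) cover the counting error of that 0 only.

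Genes were compared on log2(FPKM + 1) for the 12151 genes with a mean above 1 FPKM over the 12 libraries, and transcripts likewise for 17588 transcripts. All 12 libraries were fitted together by group with limma 3.58.1 in R 4.3.3 (moderated linear model with a mean-variance trend). A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 over all genes of that comparison. The looser thresholds of the study were applied beside it, namely an unadjusted p below 0.05 with a change of more than 1.1-fold for mRNA and more than 1.5-fold for long noncoding RNA (lncRNA) and circRNA. The 3 comparisons were Glu with Control, Nar+Glu with DMSO+Glu, and DMSO+Glu with Glu. Each change is the first group minus the second.

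The lncRNA genes were those that the WBcel235 annotation calls lincRNA or antisense RNA, 81 in the gene table, of which 80 were above 0 in at least 3 libraries and were tested with no filter on the mean. The annotation gave coordinates for 14037 genes by name and for 1089 by sequence name, and 239 genes were left without coordinates. CircRNAs with at least 2 counts in at least 3 libraries, 239 in number, were compared with the quasi-likelihood test of edgeR 4.0.16 with TMM scaling. Total circRNA counts were compared with an exact two-sided permutation test, which cannot give a p below 0.1 for 3 libraries against 3. CircRNA start positions were 0-based as written, since 98.9% of them fell on an annotated exon start after 1 was added and 0.6% did before, and printed starts have 1 added.

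Gene sets, 20 in number and defined by gene symbols, were tested with camera at an inter-gene correlation of 0.01 and adjusted over the 20 sets of a comparison. The changes with glucose and with naringin were correlated across genes. The p for this correlation came from the 20 labellings of the 6 libraries of the naringin comparison. Genes named in the text were chosen by a rule. It took the 19 genes that the study names, the 6 vitellogenins, and for each comparison the 3 largest rises and 3 largest falls. Those had to be called, have a mean of at least 5 FPKM and not overlap between groups. It also took the 2 circRNAs with the smallest p of each comparison, and at most 3 members of a gene set that passed. The groups, the main tests, the gene sets, the naming rule and the processing alternatives were fixed before the data were examined. The comparison of Nar+Glu with Glu and the lncRNAs named were chosen after seeing the data, as were the tests of explanations that are marked as later below.

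The alternatives were other pseudocounts, other filters, median-ratio and quantile scaling, a fit to only the 6 libraries compared, a library covariate without moderation in the manner of Ballgown, no variance trend, array weights, the replicate number as a block, DESeq2 1.42.0 for circRNAs, fry and an estimated correlation for gene sets, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

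The tests were checked on simulated data. Of 200 genes simulated with a 2-fold change, limma recovered 95.5% in the naringin comparison, 90% in the glucose comparison and 89.5% in the vehicle comparison, with 12, 10 and 7 false calls. For transcripts it recovered 57%. Of 40 circRNAs simulated with a 4-fold change, edgeR recovered 0, 1 and 2 in these comparisons. There 239 circRNAs were simulated, but only 173, 168 and 172 passed the filter, among them 27, 31 and 30 of the 40, and those filtered out count as not recovered. A 16-fold change, simulated after that outcome was seen, was recovered for 16, 24 and 13 of 40. The camera test recovered 3 of 3 sets shifted by 0.3 on the log2 scale. Genes were simulated as independent, so this does not test the correlation between genes that camera assumes. Recovery of smaller shifts was not simulated. KEGG and Gene Ontology enrichment were not repeated, because no pathway tables were at hand. GC content was not analysed here. The combined tables of all libraries were not used here, because the tables per library carry the same values.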

Results

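Gene and transcript abundances in FPKM and circRNA counts were measured in 12 libraries of whole worms, 3 each of Control, Glu, DMSO+Glu and Nar+Glu. The summed gene FPKM per library was 308900 to 362748, with a mean of 345522 ± 15015 (SD, n = 3) in Control and 315637 ± 5990 (SD, n = 3) in Nar+Glu. The 10 most abundant genes held 5.17% to 7.25% of the summed FPKM of a library. Total circRNA counts were 903 ± 65.6 in Control, 1121 ± 112 in Glu, 1248 ± 311 in DMSO+Glu and 1067 ± 107 in Nar+Glu (SD, n = 3 each). Pearson's r of log2 FPKM across genes was 0.9872 to 0.9916 between libraries of a group and 0.9648 to 0.9885 between libraries of different groups. The labels give no sequencing batch or date.

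Principal component 1 held 40.4% of the variance of the gene values and component 2 held 15.2%. On component 1 the groups lay at -25.7 ± 3.1 (Control), 3.3 ± 2.7 (Glu), 1.1 ± 3.6 (DMSO+Glu) and 21.3 ± 1.1 (Nar+Glu), each as mean ± SD with n = 3. On component 2 they lay at 7.5 ± 1.4, -14.8 ± 1.4, -4.2 ± 1.1 and 11.6 ± 1.0 in the same order.

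**Figure D1:**
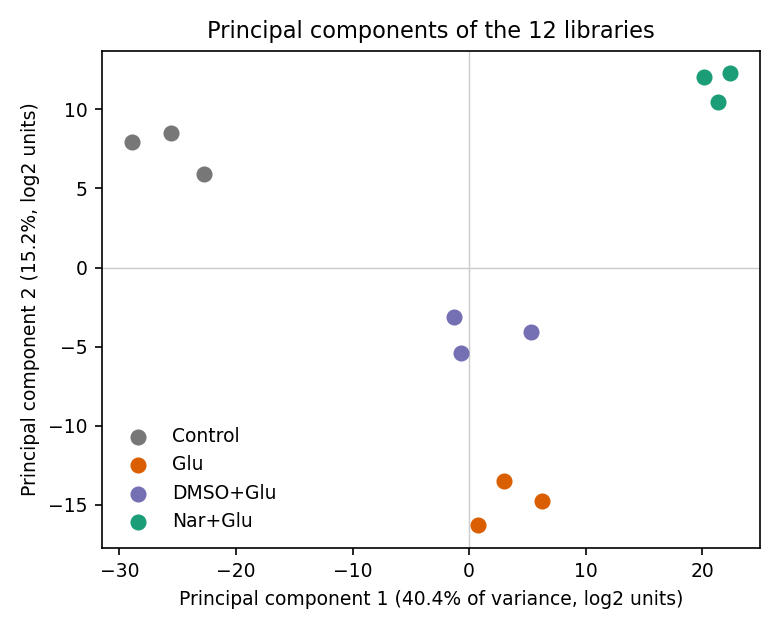
Scores of the 12 libraries on principal components 1 and 2 of the log2 gene values, in log2 units, with 1 point per library and 1 colour per group. Nar+Glu lies on the far side of Glu from Control on component 1, with means of 21.3, 3.3 and -25.7.

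The comparison of Glu with Control asks which genes changed on glucose. Of 12151 genes tested, 3808 were called changed, 1532 higher and 2276 lower in Glu. At the study thresholds 5438 genes passed, 2144 higher and 3294 lower. An unadjusted p below 0.05 was found for 5471 genes, where chance would give 608. The median change of all genes was -0.06 on the log2 scale, and 174 of the called genes changed more than 2-fold. The alternative with the largest effect on this count was a library covariate without moderation on the 6 libraries compared, which left 124 genes. The count fell to 2440 without Control replicate 1, 2520 without Glu replicate 2 and 2013 without Glu replicate 3. The share of higher genes was 40.2% as reported, 53.8% with median-ratio scaling, 51.2% with quantile normalization and 27.5% among genes with a mean above 5 FPKM. It was 57.5% without Control replicate 1 (1404 higher, 1036 lower) and 53.3% without Glu replicate 2, so the direction of the majority is not settled.

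The largest rises in Glu that met the naming rule were ilys-3 (a lysozyme gene, chromosome IV, 2464456 to 2465443), acs-2 (an acyl-CoA synthetase gene, chromosome V, 15567394 to 15569897) and T02B11.4 (chromosome V, 869482 to 871129). Expression of ilys-3 was 102.5 ± 4.11 FPKM in Glu and 17.4 ± 2.99 FPKM in Control (SD, n = 3), a log2 change of 2.501 (SE 0.10, adjusted p 1.66e-09). Expression of acs-2 was 48.3 ± 3.24 FPKM in Glu and 9.72 ± 0.803 FPKM in Control, a log2 change of 2.20 (SE 0.07, adjusted p 5.27e-10). T02B11.4 was at 11.6 ± 1.72 and 1.94 ± 0.834 FPKM, a log2 change of 2.13 (adjusted p 1.08e-06). The largest falls that met it were dod-24 (chromosome IV, 12940106 to 12941354), T24B8.5 (chromosome II, 9082626 to 9083193) and F56A4.2 (chromosome V, 2459637 to 2460893). Expression of dod-24 was 5.25 ± 0.895 FPKM in Glu and 30.4 ± 1.80 FPKM in Control, a log2 change of -2.34 (adjusted p 3.18e-09). The log2 change was -2.10 for T24B8.5 and -1.57 for F56A4.2. All 6 vitellogenin genes were called lower in Glu, from vit-3 at -1.09 to vit-2 at -0.17 (adjusted p 0.0439). The call of vit-2 was lost with median-ratio scaling (adjusted p 0.285) and without any 1 of the 6 libraries (adjusted p 0.0535 to 0.134 over the libraries). It was also lost with the replicate number as a block (0.06), with no filter on low values (0.0517) and without the variance trend (0.0791). The library covariate removed the calls of vit-2 (0.129), vit-5 (0.0939) and vit-6 (0.102). The call of vit-6 (log2 change -0.21) was lost with median-ratio scaling and without Control replicate 1 (adjusted p 0.0612), Control replicate 3 (0.0573) or Glu replicate 3 (0.0679).

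The comparison of Nar+Glu with DMSO+Glu asks which genes changed with naringin in worms on glucose. Of 12151 genes, 1199 were called changed, 592 higher and 607 lower in Nar+Glu. At the study thresholds 3220 genes passed, 1555 higher and 1665 lower. An unadjusted p below 0.05 was found for 3266 genes, where chance would give 608. Among the called genes the median absolute log2 change was 0.45, and 77 changed more than 2-fold. With the library covariate and no moderation, limma's moderated test being replaced by an unmoderated F test on 6 libraries, 0 genes passed the adjusted threshold and 1617 passed the study thresholds. The adjusted count fell to 555 without DMSO+Glu replicate 1, 623 without DMSO+Glu replicate 3, 621 without Nar+Glu replicate 1, 717 without Nar+Glu replicate 2 and 591 without Nar+Glu replicate 3. It was 1103 without DMSO+Glu replicate 2. The share of higher genes was 49.4% as reported and ran from 40.5% (mean above 5 FPKM) to 57.3% (no variance trend), leaving aside the fit with 0 calls. At the study thresholds it was 48.3% as reported and 36.2% (mean above 5 FPKM) to 54.3% (without DMSO+Glu replicate 2).

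The largest rises that met the naming rule were nduo-6, col-74 (chromosome II, 5830374 to 5832022) and col-165 (chromosome X, 4353618 to 4354852). Collagen gene col-74 was at 98.7 ± 7.04 FPKM in Nar+Glu and 34.9 ± 6.28 FPKM in DMSO+Glu (SD, n = 3), a log2 change of 1.49 (SE 0.10, adjusted p 8.02e-07). Its level in Glu was 36.5 ± 1.52 FPKM and in Control 20.4 ± 1.36 FPKM. Collagen gene col-165 was at 79.7 ± 5.69 and 28.2 ± 3.50 FPKM, a log2 change of 1.47 (SE 0.09, adjusted p 1.91e-07). The mitochondrial gene nduo-6, for which no coordinates were matched, was at 17.2 ± 4.19 FPKM in Nar+Glu and 3.45 ± 5.93 FPKM in DMSO+Glu, a log2 change of 2.97 (SE 0.64, adjusted p 0.0107). Its value was below 1 FPKM in 2 of the 3 DMSO+Glu libraries and 10.3 FPKM in the other, and its call was lost when only the 6 libraries compared were fitted (adjusted p 0.0512). The largest falls that met it were the collagen genes col-81 (chromosome II, 11012397 to 11013767), col-139 (chromosome V, 4652863 to 4653971) and col-129 (chromosome IV, 12108734 to 12110439). Expression of col-81 was 9.75 ± 1.24 FPKM in Nar+Glu and 33.8 ± 0.424 FPKM in DMSO+Glu, a log2 change of -1.70 (SE 0.09, adjusted p 6.94e-08). The log2 change was -1.64 for col-139 and -1.50 for col-129. The 5 collagen genes kept their direction and, except with the library covariate, their call under the alternatives run.

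The study names 19 genes of autophagy, stress, Hippo and lipid pathways and of its reference for quantitative PCR. In Nar+Glu against DMSO+Glu 6 of them were called over all genes tested, 2 higher and 4 lower. The count adjusted over the list alone was 13. That smaller adjustment is not independent evidence, because part of the list was found in these libraries. The transcription factor gene pha-4 (chromosome V, 20753052 to 20760317) was at 9.77 ± 0.874 FPKM in Nar+Glu and 6.72 ± 0.727 FPKM in DMSO+Glu (SD, n = 3), a log2 change of 0.48 (SE 0.14, adjusted p 0.0432). Its call was lost without any 1 of the 6 libraries, at adjusted p 0.0905 without DMSO+Glu replicate 1, 0.0529 without replicate 2 and 0.147 without replicate 3, and at 0.143, 0.0701 and 0.0869 without Nar+Glu replicates 1, 2 and 3. Expression of acs-2 was 41.7 ± 0.755 FPKM in Nar+Glu and 30.2 ± 2.01 FPKM in DMSO+Glu, a log2 change of 0.46 (SE 0.07, adjusted p 0.00212). The Nar+Glu mean of acs-2 was below its Glu mean of 48.3 FPKM (log2 change against Glu -0.20, adjusted p 0.117).

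The desaturase gene fat-7 (chromosome V, 7151353 to 7153146) was at 12.2 ± 0.281 FPKM in Nar+Glu and 22.3 ± 3.10 FPKM in DMSO+Glu, a log2 change of -0.82 (SE 0.09, adjusted p 8.19e-05). The desaturase gene fat-5 (chromosome V, 17725004 to 17726818) had a log2 change of -0.38 (SE 0.07, adjusted p 0.00612). The log2 change was -0.25 for ech-6 (adjusted p 0.0262) and -0.22 for act-1, the reference gene (adjusted p 0.0258). Expression of act-1 (chromosome V, 11081052 to 11082415) was 288.7 ± 6.46 FPKM in Nar+Glu and 337.0 ± 10.3 FPKM in DMSO+Glu. Both calls were lost with quantile normalization (adjusted p 0.171 and 0.19) and without the variance trend. That of ech-6 was lost without DMSO+Glu replicates 1 (adjusted p 0.0712) and 2 (0.0794) and Nar+Glu replicates 1 (0.103) and 3 (0.0633), and that of act-1 without the same libraries (0.0831, 0.0608, 0.0727 and 0.0902). The calls of fat-7 and fat-5 were lost only with the library covariate.

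The genes hlh-30 (log2 change 0.39, adjusted p 0.0592), yap-1 (0.33, 0.0555), unc-51 (0.20, 0.0928) and lgg-1 (0.17, adjusted p 0.11) were higher in Nar+Glu without passing the threshold. All 4 passed with median-ratio scaling (adjusted p 0.0299, 0.0165, 0.0337 and 0.0355) and with quantile normalization. Of these, hlh-30 also passed without Nar+Glu replicate 2 (adjusted p 0.0396), with the replicate number as a block (0.0169) and with array weights (0.0342). The gene yap-1 also passed with array weights (0.0314), with only the 6 libraries compared (0.0393) and with a mean above 5 FPKM (0.0491). The log2 change of acs-4 was -0.18 (adjusted p 0.0864), past the threshold without DMSO+Glu replicate 2 (0.0473) and with array weights (0.0477), and that of fat-6 was -0.19 (adjusted p 0.0966), past it without DMSO+Glu replicate 1 (0.0305) and against Glu (0.00452). The changes of sbp-1 (0.18, adjusted p 0.147), egl-44 (0.22, 0.168), skn-1 (0.16, 0.434), daf-16 (0.10, 0.454), nhr-49 (0.09, 0.607), aak-2 (-0.05, 0.703) and bec-1 (-0.007, 0.973) did not pass. The number of study-named genes called was 3 without Nar+Glu replicate 1 and 3 without Nar+Glu replicate 3. In Glu against Control 8 of the 19 were called (10 adjusted over the list alone), with hlh-30, lgg-1, unc-51, acs-2, fat-5 and sbp-1 higher and acs-4 and ech-6 lower. Those of acs-4 and ech-6 were lost with quantile normalization (adjusted p 0.295 and 0.129), while yap-1 (0.0374), aak-2 (0.0156) and daf-16 (0.0295) gained one. With median-ratio scaling that of acs-4 was lost (0.188), and yap-1 (0.0365), egl-44 (0.0252) and aak-2 (0.0103) gained one. The call of aak-2 was also gained with array weights (0.0367) and with a mean above 5 FPKM (0.0495). With the library covariate all of these calls but that of acs-2 were lost. That of acs-4 was also lost with no filter on low values (adjusted p 0.0575), with only the 6 libraries compared (0.0766), without the variance trend (0.0931), and without Control replicates 1 (adjusted p 0.0879), 2 (0.0501) and 3 (0.143) and Glu replicates 2 (0.155) and 3 (0.137). The call of bec-1 (log2 change -0.23, adjusted p 0.0619) was gained without Control replicate 2 (0.0368) or Glu replicate 1 (0.0215).

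**Figure D2:**
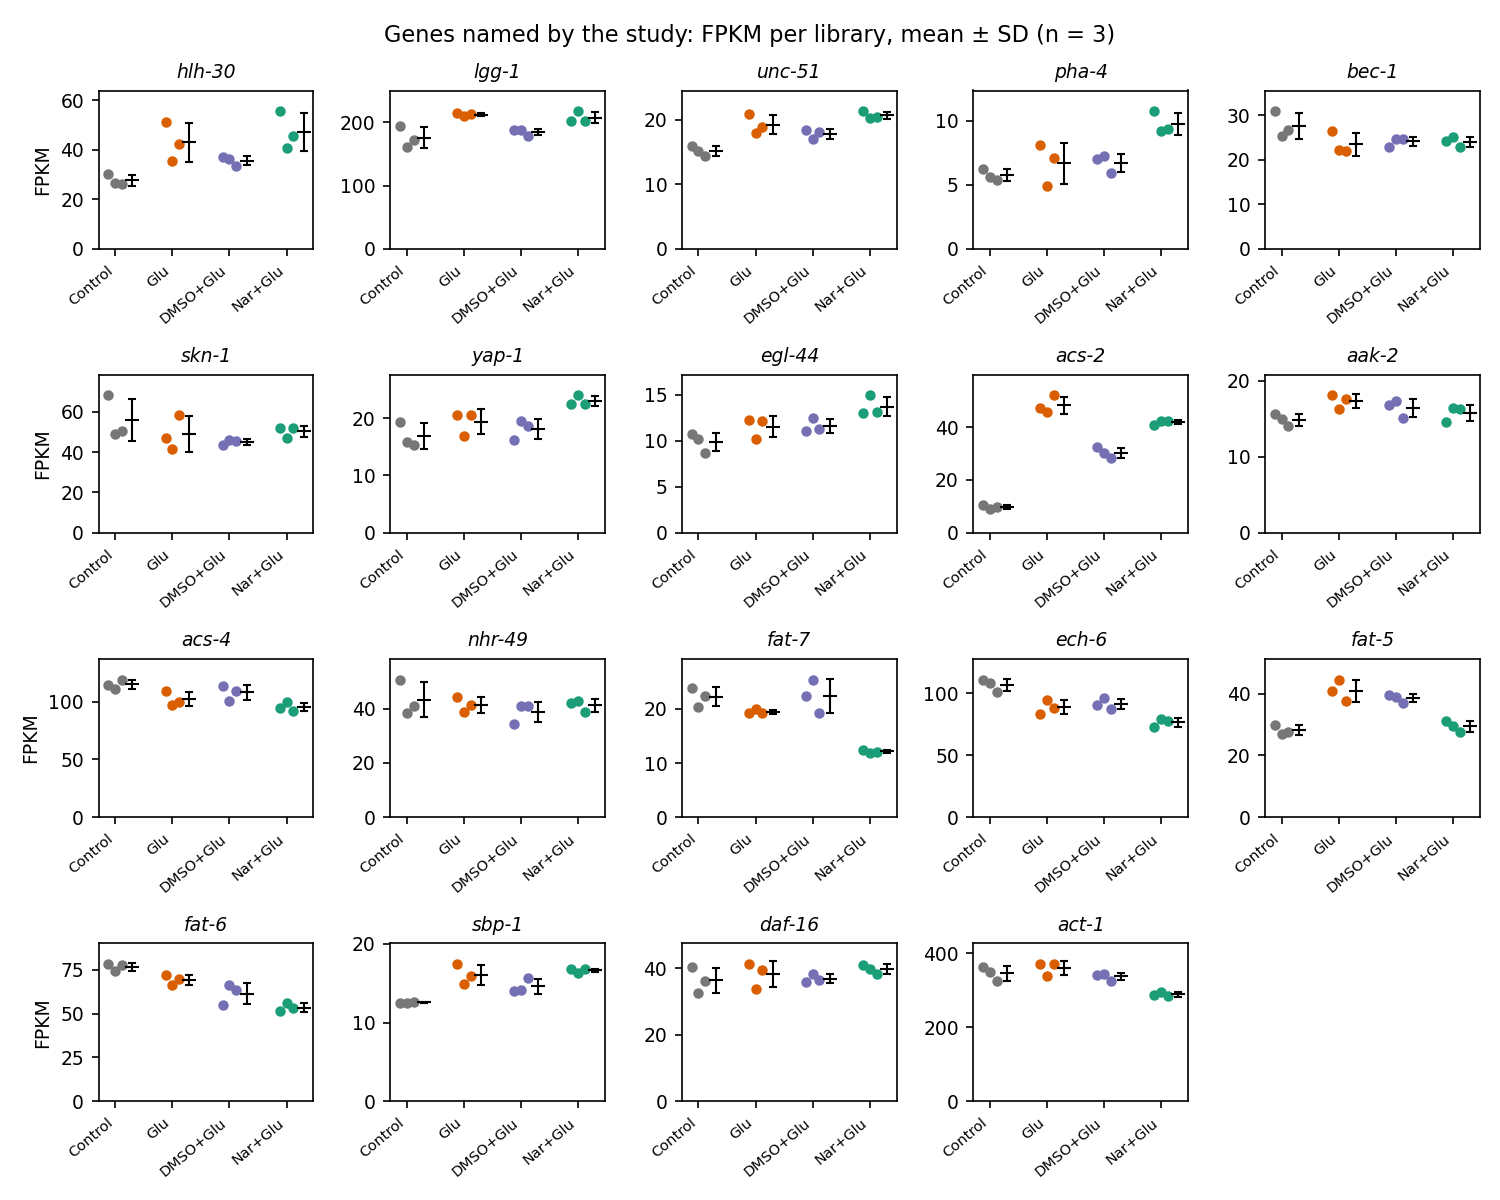
FPKM of each of the 19 genes named by the study, with 1 panel per gene, 1 point per library, 1 colour per group and mean ± SD (n = 3) beside the points. Mean acs-2 is 9.72 FPKM in Control, 48.3 in Glu, 30.2 in DMSO+Glu and 41.7 in Nar+Glu, and the 3 Nar+Glu libraries of fat-7 lie below all others.

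Of the vitellogenins, vit-1 (log2 change -0.81, adjusted p 9.05e-07), vit-3 (-0.30, adjusted p 0.00671) and vit-4 (-0.25, adjusted p 0.0153) were called lower in Nar+Glu. The call of vit-4 was lost without DMSO+Glu replicate 1 (adjusted p 0.0624) or 3 (0.0594) and without Nar+Glu replicate 1 (0.0545) or 3 (0.0652). The changes of vit-2 (0.07), vit-5 (-0.07) and vit-6 (-0.001) did not pass, and the signs of vit-2 and vit-6 changed with quantile normalization (vit-2) and with median-ratio scaling (vit-6).

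The comparison of DMSO+Glu with Glu shows the effect of the solvent. Of 12151 genes, 152 were called changed, 46 higher and 106 lower in DMSO+Glu, and 1121 passed the study thresholds, 455 higher and 666 lower. The majority at the study thresholds was not stable, with 707 higher and 694 lower under quantile normalization, 484 and 444 with the library covariate, and 481 and 487 without Glu replicate 1. An unadjusted p below 0.05 was found for 1137 genes, where chance would give 608. The adjusted count was 74, 76 and 68 without Glu replicates 1, 2 and 3, and 81 and 80 without DMSO+Glu replicates 1 and 3. The largest rises that met the naming rule were T24B8.5 (log2 change 0.86, adjusted p 0.00181), dod-24 (0.80, adjusted p 0.00139) and Y48E1B.8 (0.70, adjusted p 0.0035, chromosome II, 13585705 to 13589038). The largest falls that met it were nduo-6 (-3.35, adjusted p 0.0171), F17E9.5 (-1.03, adjusted p 0.00236, chromosome IV, 8345818 to 8346546) and nspa-1 (-0.997, adjusted p 0.0363). The call of nduo-6 was lost without Glu replicate 1 (adjusted p 0.0772), 2 (0.0777) or 3 (0.0546) and without DMSO+Glu replicate 2 (0.0642) or 3 (0.0861). That of nspa-1, a gene with similar copies and no matched coordinates, was lost without Glu replicate 1 (0.167) or 2 (0.0914) and without DMSO+Glu replicate 1 (0.152) or 2 (0.101). Of the study-named genes only acs-2 was called, at 30.2 ± 2.01 FPKM with the solvent and 48.3 ± 3.24 FPKM without it (log2 change -0.66, adjusted p 0.00122). The vitellogenins vit-1 (0.49), vit-3 (0.49) and vit-4 (0.47) were called higher in DMSO+Glu (adjusted p 0.00133, 0.00135 and 0.00135).

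Of 20 gene sets, 11 passed in Nar+Glu against DMSO+Glu with camera, 2 higher and 9 lower. The alternative that moved this most was an estimated inter-gene correlation, under which 1 set passed, the major sperm proteins (adjusted p 0.0455). The test fry left 8, without the desaturases and elongases, TGF-beta and neuropeptides. The 28 major sperm protein genes had a median log2 change of -1.05 (28 lower, adjusted p 9.85e-25, fry 0.000148). The 127 collagen genes had a median of -0.41 (91 lower, 36 higher, adjusted p 4.88e-12, fry 0.0282), with 10 called higher and 55 called lower. The 78 ribosomal protein genes had a median of -0.16 (69 lower, adjusted p 6.53e-12), the 17 glycolysis genes -0.21 (16 lower, adjusted p 2.39e-07), the 23 citrate cycle genes -0.22 (22 lower, adjusted p 3.24e-07) and the 40 fatty acid oxidation genes -0.17 (35 lower, adjusted p 2.91e-05). The 29 genes of oocytes and early embryos had a median of -0.18 (27 lower, adjusted p 8.83e-08), and the 6 vitellogenins -0.16 (5 lower, adjusted p 0.00736). The 14 desaturases and elongases had a median of -0.12 (10 lower, adjusted p 0.0104), the 20 TGF-beta genes 0.11 (16 higher, adjusted p 0.0104) and the 75 neuropeptide genes 0.12 (55 higher, adjusted p 0.00404). With quantile normalization 11 sets passed and 9 were shared, those lost being the desaturases and elongases (adjusted p 0.115) and TGF-beta (adjusted p 0.0815). The autophagy set (29 genes, median 0.04, adjusted p 0.138) and the Wnt set (29 genes, median 0.06, adjusted p 0.285) did not pass. No set that passed changed the sign of its median under median-ratio scaling or quantile normalization.

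In Glu against Control 6 of the 20 sets passed with camera, 5 with fry and 0 with the estimated correlation, while 7 had an unadjusted p below 0.05 with camera. The major sperm proteins (median 0.78, 28 higher, adjusted p 5.52e-14), the neuropeptides (0.40, 69 higher, adjusted p 5.52e-14), the collagens (0.29, 107 higher, adjusted p 1.5e-12, fry 0.0575) and the acyl-CoA synthetases (0.17, 12 higher, adjusted p 0.00168) were higher. The vitellogenins (-0.67, 6 lower, adjusted p 2.13e-06) and the genes of oocytes and early embryos (-0.26, 29 lower, adjusted p 1.62e-08) were lower. Mean and median differed in sign for the acyl-CoA synthetases with naringin and for the autophagy, cytochrome P450, glycolysis and heat shock sets with glucose, none of which passed there.

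**Figure D3:**
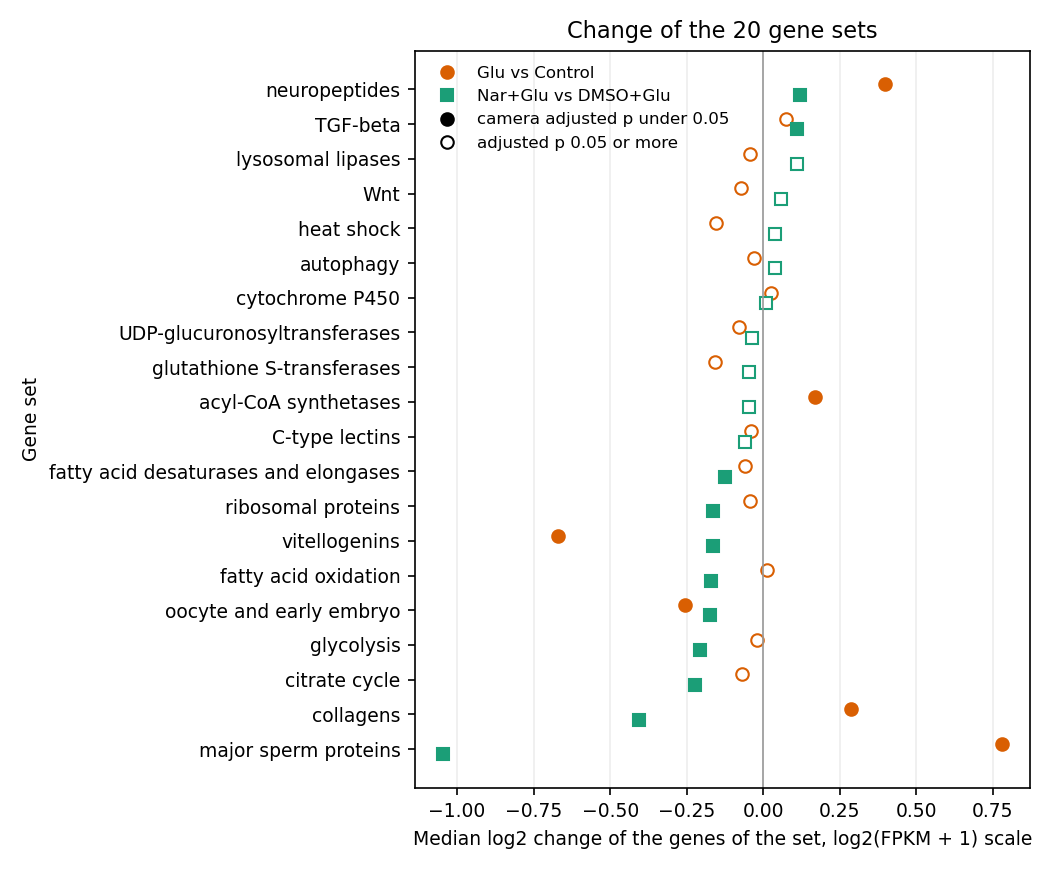
Median log2 change of the members of each of 20 gene sets, with circles for Glu minus Control, squares for Nar+Glu minus DMSO+Glu, and filled symbols for sets past the adjusted threshold with camera. The major sperm proteins lie at -1.05 with naringin and at 0.78 with glucose.

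Of 17588 transcripts, 385 were called changed in Nar+Glu against DMSO+Glu, 156 higher and 229 lower, and 2937 had an unadjusted p below 0.05. The count was 93 when only the 6 libraries compared were fitted. It was 179 and 172 without DMSO+Glu replicates 1 and 3, and 152, 221 and 166 without Nar+Glu replicates 1, 2 and 3. Of 80 lncRNA genes, 6 passed the study thresholds, all higher in Nar+Glu, and 12 passed without Nar+Glu replicate 1, of which 11 were higher. The number at an adjusted p below 0.05 over the 80 was 5. The highest changes were those of linc-17 (chromosome II, 3596226 to 3596812, 1.46 ± 0.646 FPKM against 0.190 ± 0.204 FPKM, SD, n = 3, log2 change 1.03, adjusted p 0.00908) and anr-26 (chromosome III, 2439940 to 2440819, log2 change 1.03, adjusted p 0.00908). These and the other named lncRNAs were chosen after their values were seen. The gene linc-5 had a log2 change of 0.80 (adjusted p 0.0187), Y37E11B.16 of 0.84 (adjusted p 0.0283) and H36L18.2 of -0.34 (adjusted p 0.00908, or 0.0597 without DMSO+Glu replicate 3). H36L18.2 was outside the 6 because it changed less than 1.5-fold. The antisense genes anr-26 and Y37E11B.16 were near 1 FPKM in Nar+Glu, and whether their values counted reads by strand is not stated.

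Of 2136 circRNAs, 1373 were seen in 1 library and 41 in all 12. For the 239 tested with edgeR, 0 passed an adjusted p of 0.05 in each of the 3 comparisons, and DESeq2 also gave 0. The smallest adjusted p was 0.49 for Nar+Glu against DMSO+Glu, 0.794 for Glu against Control and 0.647 for DMSO+Glu against Glu. With a p below 0.05 and a change of more than 1.5-fold, 13, 6 and 12 circRNAs passed in that order, which were also the numbers with an unadjusted p below 0.05, where chance would give 12. DESeq2 gave 4, 3 and 4. The naringin count was 8 without DMSO+Glu replicate 1, 8 without DMSO+Glu replicate 2, and 8, 7 and 8 without Nar+Glu replicates 1, 2 and 3. The vehicle count was 7 without Glu replicate 2, 7 without Glu replicate 3, and 6, 5 and 7 without DMSO+Glu replicates 1, 2 and 3. Simulated 4-fold changes were recovered for at most 2 of 40 circRNAs, of which 27 to 31 passed the filter, so changes of that size were rarely called.

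The circRNA with the smallest p with naringin, cel_circ_0000308, had 28 ± 10.5 counts in Nar+Glu and 56.3 ± 28.6 in DMSO+Glu (SD, n = 3, edgeR adjusted p 0.49), and 52.3 ± 15.0 in Glu and 27 ± 2.65 in Control (edgeR adjusted p 0.794). Its coordinates are not in the tables. A circRNA inside Y71G12B.23 (chromosome I, 1670969 to 1671255, minus strand) had 0 counts in Nar+Glu and 11 in DMSO+Glu over the group, at least 3.13-fold lower. Its counts were 1, 0 and 0 in the Glu libraries and 1, 4 and 1 in Control. With glucose, cel_circ_0000558 had 11 counts against 0, at least 2.95-fold higher in Glu. In DMSO+Glu against Glu, cel_circ_0000162 had 13 counts against 0, at least 3.89-fold higher, and a circRNA inside crh-2 (chromosome II, 5183688 to 5184600, minus strand) had 10 against 0, at least 2.99-fold higher. These bounds set the 0 at 3 counts over the group, after scaling to total circRNA counts, and take the count of the other group as exact. They leave out the counting error of that other count and the spread between libraries, so smaller folds are not excluded. With 1 library of the group with counts left out the bounds were at least 2.27 (Y71G12B.23), 2.03 (cel_circ_0000558) and 3.16 (cel_circ_0000162). Libraries of the group at 0 were not left out, so these values do not cover that case. The crh-2 circRNA had 3, 7 and 0 counts in the DMSO+Glu libraries, and without replicate 2 the 3 left were at the floor, so no fold is given there. None of these circRNAs passed the adjusted threshold.

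The totals of circRNA counts are not scaled for sequencing depth, which is unknown, and come from poly(A)-enriched libraries. A difference in totals thus need not be a difference in circRNA abundance. The mean total of circRNA counts differed by -181 between Nar+Glu and DMSO+Glu (exact two-sided permutation p 0.5), by 218 between Glu and Control (exact p 0.1, the smallest this design can give) and by 127 between DMSO+Glu and Glu (exact p 0.6). Without DMSO+Glu replicate 1 the first was -30 and the last -24. Without DMSO+Glu replicate 3 they were -341 and 287 (exact p 0.1 each, the smallest possible), and without Glu replicate 2 the last was 67.

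Across 12151 genes, the change with glucose and the change with naringin correlated at Pearson's r 0.267 and Spearman's rho 0.395. Genes are not independent replicates, and the 2 changes share no library. The exact permutation p over 20 labellings was 0.2 for r and 0.1 for rho, and 0.1 is the smallest that the labellings allow. No adjustment was made over r, rho and the later correlation computed after removal of a trend with mean FPKM. Of 603 genes called in both comparisons, 474 (78.6%) changed in the same direction and the rest in opposite directions. Of the 3808 genes called with glucose, 839 (22%) had a change of the opposite sign with naringin, called or not.

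**Figure D4:**
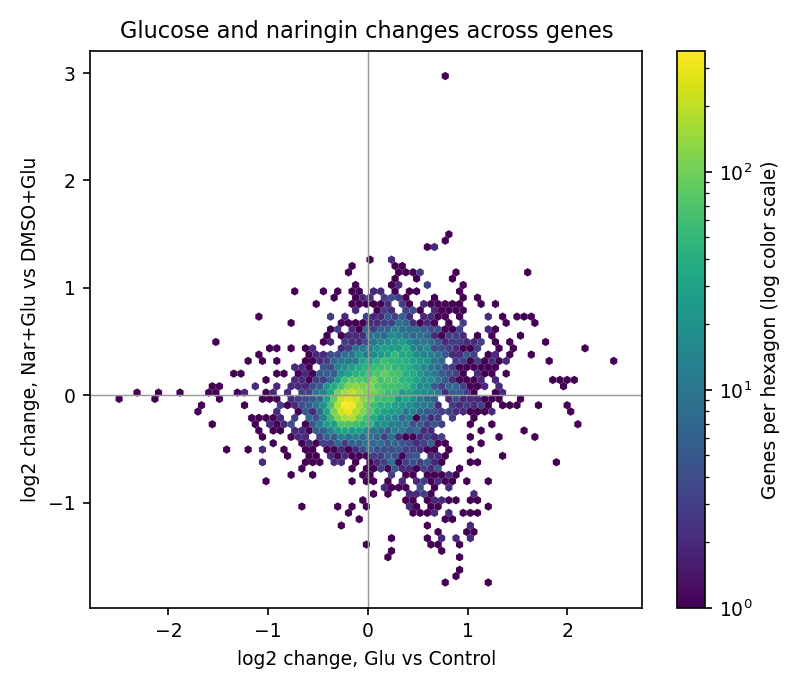
Log2 change with naringin (Nar+Glu minus DMSO+Glu, vertical axis) against log2 change with glucose (Glu minus Control, horizontal axis) for 12151 genes, as hexagons coloured by their number of genes on a log scale. Over all genes r was 0.267, and 474 of the 603 genes called in both changed in the same direction.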

Values the study reported

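For naringin against its vehicle in worms on glucose, the study counted 2603 mRNAs, 4 lncRNAs and 2 circRNAs as changed.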

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

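The comparison of Nar+Glu with Glu was chosen after seeing the data, and all other alternatives were planned. Of 1922 recomputations of single genes and sets, 1724 kept direction and side of the threshold, 130 kept the direction and lost the call, 29 gained it and 39 changed sign. Where no reason is given, the cause was not tested.

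With a library covariate and no moderation on the 6 libraries compared, 0 genes passed the adjusted threshold with naringin (1617 at the study thresholds, 0 study-named genes), 124 passed with glucose and 0 with the vehicle. This fit has fewer libraries and no shared variance. Study-named genes called with naringin numbered 10 with median-ratio scaling and 3 without the variance trend. Genes called with glucose numbered 2248 with quantile normalization (1794 shared with the 3808), while median-ratio scaling kept 3203 and raised the share of higher genes to 53.8%. For the vehicle, a pseudocount of 0.01 gave 100 genes, and a mean above 5 FPKM gave 100 (714 at the study thresholds). Against Glu in place of DMSO+Glu, Nar+Glu had 1017 genes, 617 of them shared.

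Transcripts called numbered 93 from the 6 libraries alone, and 53.7% were higher with quantile normalization against 40.5% as reported. The lncRNAs at the study thresholds numbered 10 with a pseudocount of 0.1 and 0 of those above 5 FPKM, fewer genes being tested. CircRNAs at the study thresholds numbered 4, 3 and 4 with DESeq2 for naringin, glucose and vehicle, and 2, 3 and 2 with at least 5 counts in 3 libraries, fewer circRNAs being tested. With an estimated inter-gene correlation 1 set passed with naringin and 0 with glucose, and with quantile normalization 12 passed with glucose. With the replicate number as a block, 227 transcripts and 5 (naringin) and 4 (vehicle) circRNAs passed. No strong pairing by number was seen, since residuals of libraries with the same number correlated at -0.10 to 0.128 over 18 pairs. Libraries with different numbers were not compared in this way.

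Leaving out 1 library in turn gave 555 (without DMSO+Glu replicate 1) to 1103 (without DMSO+Glu replicate 2) genes with naringin, 2013 (without Glu replicate 3) to 3762 (without Control replicate 2) with glucose and 68 (without Glu replicate 3) to 127 (without DMSO+Glu replicate 2) with the vehicle, and 3 to 6 study-named genes. It gave 152 (without Nar+Glu replicate 1) to 277 transcripts, 5 to 12 (without Nar+Glu replicate 1) lncRNAs, and 7 to 10 (naringin) and 5 to 13 (vehicle) circRNAs. Some counts moved by more than 1.5 times in 1 direction only. The genes higher with glucose fell from 1532 to 983 without Control replicate 3, those higher with the vehicle at the study thresholds from 455 to 287 without Glu replicate 2, and the transcripts lower with naringin from 229 to 150 without DMSO+Glu replicate 2. The vehicle difference in total circRNA counts was -24 (without DMSO+Glu replicate 1) to 287. Gene sets with naringin stayed at 11, the same sets, whichever of the 6 libraries was left out. The correlation r stayed positive under every alternative run, at 0.18 with quantile normalization to 0.31 among genes called with glucose.

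Changes of sign concerned genes not called as reported, except under the change of comparator. With naringin, bec-1 was 0.005 with median-ratio scaling, 0.041 with quantile normalization and -0.041 to 0.026 with 1 library left out (positive without DMSO+Glu replicate 2 or 3 or Nar+Glu replicate 3). There vit-6 was 0.011 with median-ratio scaling, 0 with quantile normalization, 0.07 with the library covariate and -0.057 to 0.034 with 1 library left out (positive without DMSO+Glu replicate 1 or 3 or Nar+Glu replicate 1 or 3), and vit-2 was -0.039 with quantile normalization. Against Glu, nduo-6 was -0.379, lgg-1 -0.033, bec-1 0.033, acs-2 -0.204, nhr-49 -0.005, vit-3 0.187, vit-4 0.217 (called higher, adjusted p 0.0332), vit-5 0.141 and vit-6 0.121. With glucose, nhr-49 was 0.095 with quantile normalization and -0.138 to 0.06 (without Control replicate 1), and daf-16 was -0.037 with the library covariate and -0.004 (without Control replicate 2) to 0.15. With that covariate pha-4 was -0.001 and act-1 -0.015. With the vehicle, array weights gave -0.017 for pha-4 and -0.01 for egl-44. Leaving out 1 library gave -0.152 (without Glu replicate 2) to 0.156 for pha-4, also negative without DMSO+Glu replicate 1 or 2, and -0.066 (without Glu replicate 2) to 0.054 for egl-44, also negative without DMSO+Glu replicate 2. It gave -0.008 (without Glu replicate 3) to 0.125 for bec-1, -0.219 to 0.028 (without Glu replicate 3) for skn-1, -0.002 (without Glu replicate 1) to 0.09 for ech-6 and -0.127 to 0.012 (without Glu replicate 1) for daf-16.

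The depth of the FPKM values is unknown. Simulated 4-fold changes were recovered for 0, 1 and 2 of 40 circRNAs, and whether low counts, spread between libraries or 3 libraries per group caused this was not tested.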

Other observations

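The tests of act-1, acs-2 and nduo-6 were chosen only after the result was seen, and the lists of spermatogenesis, embryo and larval genes were written after the sperm protein and collagen changes had been seen. The cutoff for the mitochondrial ratios was also set afterwards, and the test of the trend with mean FPKM was chosen after r had been seen to fall under quantile normalization. GC content was not analysed here.

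The number of circRNAs at these thresholds here was 13. That is higher than the value quoted from the study above.

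Each comparison of 3 libraries with 3 allows 10 splits of its libraries, and with so few splits none of these counts can exclude chance by itself. With naringin, 1 of the 10 splits, the real one, gave at least 1199 genes, 3220 genes at the study thresholds, 385 transcripts, 6 lncRNAs, 13 circRNAs, 11 gene sets or 6 study-named genes. The largest count in the other splits was 1 gene, 666 genes at the study thresholds, 12 transcripts, 5 lncRNAs, 11 circRNAs, 8 gene sets and 0 study-named genes. Those of lncRNAs, circRNAs and gene sets thus lay near the real ones. With glucose, 1 of 10 splits gave at least 3808 genes or 5438 at the study thresholds, 9 of 10 gave at least 6 circRNAs and 3 of 10 gave at least 6 gene sets. The other splits gave at most 0 genes and 1396 at the study thresholds. With the vehicle, 1 of 10 gave at least 152 genes or 1121 at the study thresholds, and 3 of 10 gave at least 12 circRNAs. There the other splits gave at most 1 gene and 866 at the study thresholds.

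The summed FPKM of 28 major sperm protein genes was 164.4 ± 16.7 in Control, 304.5 ± 7.06 in Glu, 171.9 ± 18.0 in DMSO+Glu and 66.1 ± 11.2 in Nar+Glu (SD, n = 3). Reads shared between copies would leave the sum alike, but the sums did not overlap, at log2 ratios of 0.889 for Glu over Control and -1.378 for Nar+Glu over DMSO+Glu. A trend of the change with exon length is also argued against, since after its removal the median change was 0.744 and -1.064. A candidate explanation is a different amount of sperm-forming tissue or of males. In a list of 58 other spermatogenesis genes, of which 29 were tested, the median log2 change was 0.568 with glucose and -0.675 with naringin. The middle 95% of random lists matched on mean FPKM lay at 0.001 to 0.282 and at -0.019 to 0.202. The list also had a median of -0.648 in DMSO+Glu against Glu, so the solvent alone went with a fall. Its most abundant gene, cpb-1, was at 35.7 ± 1.86 FPKM in Control, 30.3 ± 2.55 FPKM in Glu, 31.4 ± 0.971 FPKM in DMSO+Glu and 28.2 ± 2.19 FPKM in Nar+Glu, so it did not rise with glucose as the list did. The gene nspd-1 was at 9.32 ± 0.584, 15.6 ± 1.07, 8.32 ± 2.65 and 3.70 ± 0.506 FPKM in the same order. The gene swm-1 was at 6.86 ± 2.55, 9.95 ± 0.926, 8.61 ± 1.64 and 9.49 ± 1.47 FPKM in that order. It thus did not fall with naringin as the list did. The worms can make sperm themselves, but whether these adults still did so at collection was not measured. A change within the tissue, a shift in timing and males among the worms stay open, as does an effect of the treatments. Offspring carried along were not tested as a source of these transcripts.

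Collagen genes were among both the largest rises and the largest falls with naringin. A trend with exon length is argued against, since 5 of the 5 named collagens kept their direction and call after it was removed. Embryos or larvae carried along may account for part of the rises. Genes of the embryonic or moulting cuticle (10 of 11 tested) had a median of 0.154 (9 higher, 1 called, percentile 99.19 of matched random lists) and genes of moulting larvae (8 of 9 tested) 0.296 (6 higher, 0 called by limma, percentile 99.02). Random lists draw genes, so such percentiles do not measure the spread between libraries. By mean log2 deviation from the 12 libraries, DMSO+Glu replicate 2 was at 0.193 (cuticle) and 0.201 (larvae). Nar+Glu replicate 2 was at 0.186 and 0.135, so the groups overlapped for both lists through that DMSO+Glu library. They did not overlap for the zygotic regulators, at most 0.075 in DMSO+Glu and at least 0.107 in Nar+Glu. The median of regulators of the zygotic embryo (30 of 44 tested, 25 higher, 1 called) was 0.17, at percentile 97.07 and inside the middle 95% of -0.038 to 0.174. By the prediction written beforehand this last list counts against embryos, and reading it as undecided was chosen after its value was seen. The most abundant genes of the 3 lists, noah-1, acn-1 and lin-26, were at 32.1 ± 1.47, 15.0 ± 1.32 and 51.1 ± 1.85 FPKM in Nar+Glu and at 29.3 ± 2.90, 11.7 ± 1.70 and 49.4 ± 3.12 FPKM in DMSO+Glu. Adult worms carry embryos and express many of these genes, and the cuticle list was as high in Glu against Control, at 0.173. The study reported that naringin lessened the decline in offspring of worms on glucose, counted on single worms and not in these libraries. The cuticle list was also raised in DMSO+Glu against Glu, at 0.114 (9 of 10 higher, percentile 99.7), so the solvent alone went with a rise. There too the groups overlapped, with Glu replicate 3 at a mean deviation of 0.016 and DMSO+Glu replicate 1 at -0.018. The set of oocyte and early embryo genes fell with naringin (median -0.18, 27 of 29 lower), which more early embryos would not give by themselves, but it also holds genes of the oocytes. In the zygotic list tbx-9 went from 14.7 ± 0.353 to 13.3 ± 0.956 FPKM, against the direction of the list. Offspring and a change in the adults cannot be told apart for the zygotic list, since its median lies at the edge of the random range and the median of its members is 2.99 FPKM. No list was tested for the falls of the other collagens, and an effect of naringin stays open, as untested.

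The fall of act-1 with naringin could come from reads shared between actin copies, but the sum of act-1 to act-4 fell as well, from 1333 ± 41.8 to 1145 ± 25.9 FPKM (log2 ratio -0.22), which argues against this. As act-1 was the reference for quantitative PCR in the study, its change may enter those ratios. A single scale factor per library is argued against, since with median-ratio scaling the change was -0.21 and still called (adjusted p 0.0126). A shift that depends on the level of expression stays open, since with quantile normalization the change was -0.11 and not called (adjusted p 0.19).

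The rise of acs-2 with naringin is consistent with a lower value in the solvent group and not a rise over glucose alone, since Nar+Glu was lower than Glu by a log2 change of -0.204 (adjusted p 0.117). The DMSO+Glu libraries enter both differences. Their values were 28.3 to 32.3 FPKM, below all of Glu (45.8 to 52.0) and of Nar+Glu (40.9 to 42.2), so a single low library does not account for it. Nar+Glu and DMSO+Glu both had the solvent, and acs-2 was called between them (log2 change 0.456, SE 0.075, adjusted p 0.00212). A solvent effect equal in both groups would not give that difference. An effect of naringin in the presence of the solvent stays open. Its effect without the solvent was not tested, since no group had naringin alone on glucose.

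The mitochondrial gene nduo-6 was below 1 FPKM in 2 of the DMSO+Glu libraries. This may be reads of 1 mitochondrial gene assigned to another by the software of the authors. The 8 other mitochondrial genes compared were at 0.914 to 1.00 of their level in the remaining libraries, and ndfl-4 was below 1 FPKM in 7 libraries and above it in others of the same group in 2 groups. The gene nduo-2 was left out of the 8 because it also varied within groups, for example from 3.86 to 40.7 FPKM in Nar+Glu. No biological explanation was tested.

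A trend of the change with exon length does not account for the called genes. After it was removed, 1147 of 1178 genes called with naringin and 3425 of 3746 called with glucose kept their direction and call, among 11955 genes with a length. Nor does a trend with mean FPKM account for all of the changes with glucose and naringin going the same way. After it was removed r was 0.188 (exact permutation p 0.1, the smallest possible), against 0.267 before. A shared effect of both treatments and a further technical trend stay open.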
